A study of Vitis vinifera with 6 samples. Its data were reported in "NAC61 regulates late- and post-ripening osmotic, oxidative, and biotic stress responses in grapevine" (2023).

How the data were processed

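Leaf RNA of grapevine plantlets was measured on one-colour Agilent arrays. Plantlets were infiltrated with Agrobacterium carrying either a construct that drives expression of the transcription factor gene NAC61 (OX.NAC61) or a non-coding control construct, and leaves were taken 7 days later. There were 3 control and 3 OX.NAC61 arrays, each from a different plant per the study's methods. The OX.NAC61 plants had been selected for high NAC61 expression before hybridisation.

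The deposited intensity values came from Agilent Feature Extraction 10.5.1.1, per the file headers, which give for each spot a raw median signal, a local background and a processed signal with background subtracted. These intensities were not normalised between arrays. The authors also deposited a table of log2 values. Its 26157 probes were those well above background on at least 4 of the 6 arrays, each column had the rank order of median signal minus local background on the same array (lowest rank correlation 1), and column medians differed by at most 0.01, as after quantile normalisation.

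The log2 processed signal was scaled by subtracting the 75th percentile of each array. Control spots were left out, and spots marked as non-uniform or population outliers were set to missing, which touched 81 features. Each of the 34369 features had 1 probe, so averaging of probes was not needed. Features well above background on at least 3 arrays were kept, which left 27053, of which 27052 were tested and 1 could not be fitted because of missing values. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariate), and a feature was called at a Benjamini-Hochberg adjusted p below 0.1 and a fold change above 1.5. Precision was limited by the number of arrays.

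Gene sets were tested with camera at an inter-gene correlation of 0.01, with fry and with an estimated correlation as alternatives, and adjusted over 7 sets at a threshold of 0.05. The reference table used here did not hold the array identifiers, so families were taken as intervals of neighbouring loci: stilbene synthases, laccases and phenylalanine ammonia-lyases. Each interval held every locus between its bounds, so it could include genes of other families and leave out members elsewhere. Interval bounds came from genes the study had called on these arrays, so the family tests are not independent of it, and the phenylalanine ammonia-lyase interval was added after the data were seen. Sets for photosystems, plastid ribosomes, glutathione S-transferases, JAZ proteins and expansins were not run. The lists of NAC61 co-expressed genes came from other experiments (any, berry, leaf and tissue independent). Gene names are those used by the study, and other features keep their identifier.

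Named genes were fixed before the data were examined: NAC61, 13 genes named in the study's text, the features with the largest rises and falls among calls whose groups did not overlap, and the member of each family with the smallest p. Of the 5 largest rises and 5 largest falls this rule gives, 2 each are named, because no names were used for them. Where a probe was not well above background on any array of a group, the fold is a bound. It sets the bright group's mean against the mean, over the dim group's arrays, of the higher of the lowest well-detected signal and the probe's own signal.

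Scan day and recorded slide were read from the file headers. All control arrays and OX.NAC61 replicate 1 were scanned on day 1, and OX.NAC61 replicates 2 and 3 on day 2. Alternatives changed the background correction, normalisation, filter, deposited values, slide, scan day or replicate blocks, variance model, thresholds and set test, or left out each array in turn. Normexp used the median signal, and its further settings were chosen after the data were seen.

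The test was tried on simulated data for OX.NAC61 against control with 3 arrays each and 200 of 26986 genes changed. It recovered 77% of 4-fold and 35% of 2-fold changes, with 10 false calls among 122. The simulated noise was independent between genes and held no difference in scan day, slide or brightness. These rates therefore need not hold for the real arrays.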

Results

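The arrays compared leaves overexpressing NAC61 with control leaves, 3 arrays in each group. The 75th percentile of processed signal ranged from 889 on control replicate 3 to 2569 on OX.NAC61 replicate 2. The number of probes well above background ranged from 24501 on control replicate 3 to 28121 on OX.NAC61 replicate 1. All 3 OX.NAC61 arrays had a higher 75th percentile than all 3 control arrays before scaling.

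Arrays were first compared with each other to see whether they grouped by treatment. Pearson correlations across features, which are not independent replicates, lay between 0.981 and 0.987 among controls and between 0.977 and 0.979 among OX.NAC61 arrays. Between groups they lay between 0.955 and 0.979. The highest was that of OX.NAC61 replicate 1 with control replicate 1 (0.9793), both scanned on day 1. OX.NAC61 replicate 1 correlated less with OX.NAC61 replicates 2 (0.979) and 3 (0.9776), so correlation did not place it by treatment. The first principal component held 48.7% of the variance and parted the groups, with control replicate 1 nearest to the OX.NAC61 arrays. The median SD between replicates was 0.20 on the log2 scale in controls and 0.25 in OX.NAC61.

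NAC61 (VIT_08s0007g07640) was examined first, as the target of the overexpression. Its scaled log2 level was -2.48, -2.21 and -2.44 on the control arrays and -1.15, -0.66 and -0.47 on the OX.NAC61 arrays. The means were -2.38 ± 0.14 (SD, n = 3) and -0.76 ± 0.35 (SD, n = 3). The log2 fold change was 1.62 with a standard error of 0.21 (limma adjusted p 0.0285), a 3.07-fold rise larger than the spread between replicates. With scan day as a block the log2 fold change was 1.23 (limma adjusted p 0.198), and with the recorded slide as a block it was 1.60 (limma adjusted p 0.104), so neither passed the threshold. Without control replicate 2 the limma adjusted p was 0.125, and without control replicate 3 it was 0.105. The plants had been selected for NAC61 expression, so this rise checks the labels only.

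The main comparison asked which genes change when NAC61 is overexpressed. Limma called 1843 of 27052 tested features, 836 higher and 1007 lower in OX.NAC61. Rises were larger, with a median of 3.11-fold against 1.89-fold for falls, and 326 rises but 64 falls exceeded 4-fold. For 124 of the higher features no control array was well above background. The count depended strongly on technical terms: 13 features were called with scan day as a block and 589 with the recorded slide as a block. OX.NAC61 replicates 1 and 3 carry the same recorded slide and position on different scan days, so the slide fit rests on a record that may be wrong. Day 2 held no control array, so the scan-day fit rests on OX.NAC61 replicate 1 against the controls. Without control replicate 2 the count was 71, and without OX.NAC61 replicate 1 it was 3225.

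Among the 13 genes named in the study's text, 10 were called, all higher, and 10 were called when adjusted over the list alone. MYB14 (VIT_07s0005g03340) rose by 2.69 on the log2 scale (SE 0.36, limma adjusted p 0.0294). WRKY52 (VIT_17s0000g01280) rose by 2.52 (SE 0.33, limma adjusted p 0.0288), and STS36 (VIT_16s0100g01100) by 2.50 (SE 0.31, limma adjusted p 0.0284). LAC25 (VIT_18s0001g01280) rose by 4.25 (SE 0.41, limma adjusted p 0.0202), but by 2.31 with the deposited processed values, where STS36 rose by 2.42. WRKY03, WRKY43 and DHN1b each rose by 1.92 to 1.93, but DHN1b by 0.68 with the deposited processed values. NAC60 (adjusted p 0.0996) and MYB15 (adjusted p 0.0946) lay close to the limma threshold. NAC33 was not called (log2 fold change 0.65, SE 0.50, limma adjusted p 0.529), but without OX.NAC61 replicate 1 it was called higher (1.22, limma adjusted p 0.0651). The reference genes UBI1 (0.04) and EF1 (-0.25) were not called. UBI1 depended on the scaling, at 0.40 after quantile normalisation and 0.54 with the deposited processed values (limma adjusted p 0.0536), and both genes changed sign under some alternatives. No key gene was called with scan day as a block, and none without control replicate 2. The scan-day estimates, which rest on OX.NAC61 replicate 1 alone, were 2.955 for MYB14, 4.865 for LAC25, 2.37 for STS36 and 1.66 for MYB15. WRKY03, WRKY43 and DHN1b lay at 1.88 to 1.92. Estimates fell for WRKY52 (1.88), NAC60 (0.70), NAC61 (1.23) and NAC33 (-0.50). A lost call was thus not always a smaller effect. Of 34 genes the text names as targets, 27 were called over all genes and 32 when adjusted over the list alone. The study chose these on the same samples, so neither count is independent evidence.

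**Figure D1:**
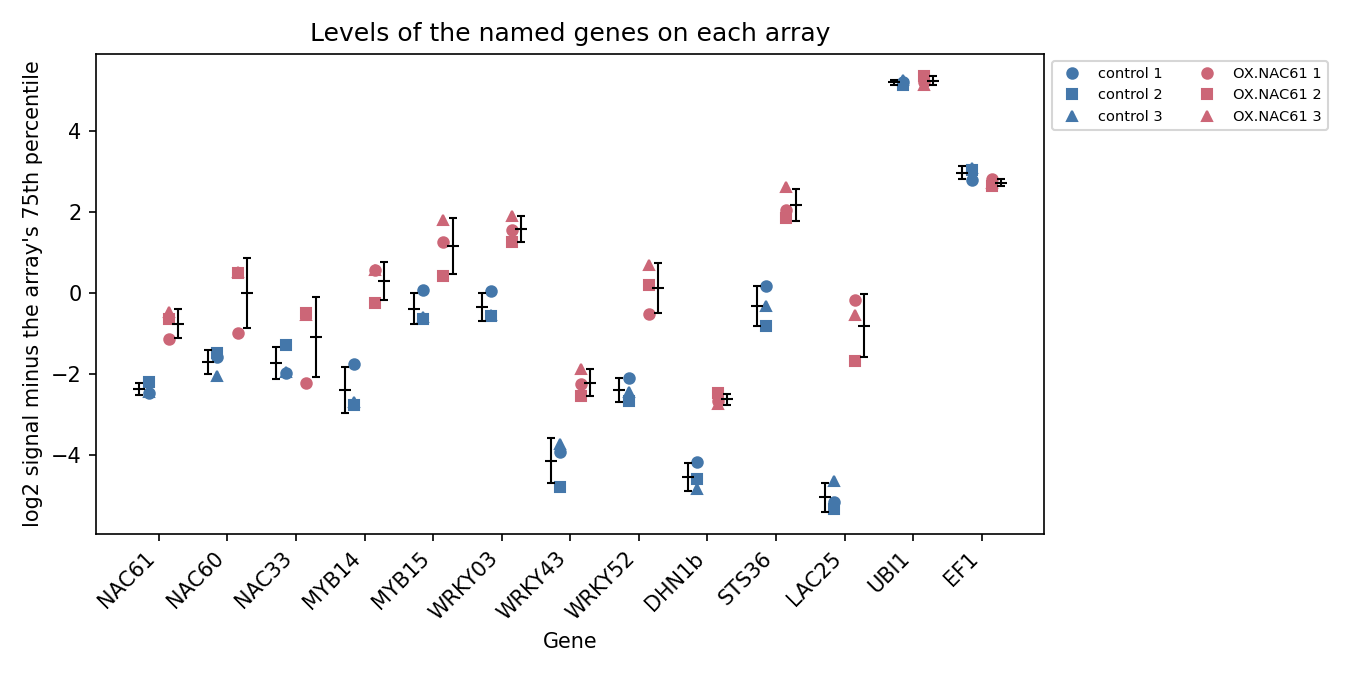
Scaled log2 signal (vertical axis, log2 signal minus the array's 75th percentile) of the 13 named genes (horizontal axis) on each control and OX.NAC61 array, with group means and SD (n = 3) as black bars. The 3 OX.NAC61 values of NAC61 lie between -1.15 and -0.47, above all 3 control values, while those of NAC33 overlap the controls.

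No names were used here for other features. TC160931 and VIT_10s0003g02280 had the highest fitted rises, but neither was well above background on a control array, so their rises are bounds, at least 58.3-fold and at least 40.7-fold. For TC160931 the OX.NAC61 arrays spread widely (SD 3.33 on the log2 scale, n = 3). Its bound was 18.8-fold without OX.NAC61 replicate 1 and 189-fold without OX.NAC61 replicate 3. The bound of VIT_10s0003g02280 was 28.8-fold without OX.NAC61 replicate 1 and 62.8-fold without OX.NAC61 replicate 2. The rise of another feature, detected on all 6 arrays, was measured at 115-fold, so the bounds do not rank these features. That rise also depended on single arrays. Its log2 fold change was 6.84, but 5.97 without control replicate 3 and 7.60 without control replicate 1. The highest fitted falls were those of VIT_19s0014g00880, at least 27.3-fold lower and not well above background on any OX.NAC61 array, and VIT_12s0059g01590, which fell by 3.93 on the log2 scale (SE 0.59, limma adjusted p 0.0348).

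Gene families discussed by the study were tested as sets. In the stilbene synthase interval 35 of 36 tested features were higher and 10 were called, with a median log2 fold change of 1.23 (camera adjusted p 1.66e-17). In the laccase intervals 24 of 32 were higher and 19 were called, with a median of 2.74 (camera adjusted p 1.43e-15). Both sets were higher under all 35 alternatives. Probe sequences were not used, so signal shared between close copies was not excluded. Under fry the laccase set held (adjusted p 0.0134) and the stilbene synthase set missed the threshold (adjusted p 0.0538). With an estimated correlation the adjusted p was 0.111 for laccases and 0.175 for stilbene synthases. In the phenylalanine ammonia-lyase interval 2 of 22 were called. Its median log2 fold change was -0.17 and its mean 0.11, which differ in sign, and the set was not called (camera adjusted p 0.402). Of the 22 features 9 were higher. The interval can hold genes of other families, so its set test does not decide whether phenylalanine ammonia-lyases changed.

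**Figure D2:**
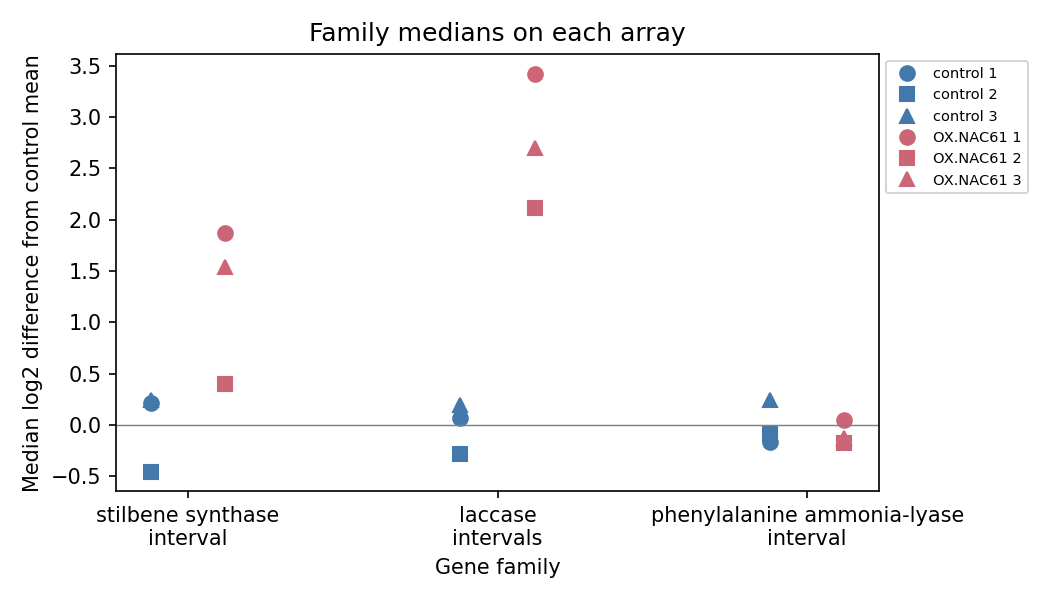
Median log2 difference from the control mean (vertical axis) over the tested features of each family's intervals (horizontal axis), one point per array. In the stilbene synthase interval OX.NAC61 replicate 2 lies at 0.40, near the controls, while replicates 1 and 3 lie at 1.87 and 1.54.

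Genes co-expressed with NAC61 in other experiments were tested as a list independent of these arrays. Of 764 tested, 572 were higher, with a median log2 fold change of 0.30 (camera adjusted p 1.12e-19), and 156 were called higher and 6 lower. The median was 0.44 for the leaf list (camera adjusted p 1.09e-26), 0.38 for the tissue-independent list (camera adjusted p 1.7e-21) and 0.21 for the berry list (camera adjusted p 2.94e-13). Under fry all 4 lists held at an adjusted p of 0.0134, and with an estimated correlation all 4 missed the threshold at 0.103.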

Values the study reported

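The study reported 1157 differentially expressed genes in the plants overexpressing NAC61, of which 530 were higher and 627 lower than in controls. It reported that 12 stilbene synthase genes and 5 phenylalanine ammonia-lyase genes were affected, and that 33 laccase genes were higher. It counted 810 genes co-expressed with NAC61.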

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

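Outside the tested set, 565 features were well above background on 2 OX.NAC61 arrays and on no control array, against 9 on 2 control arrays and no OX.NAC61 array. The reported comparison does not use these features, and only the alternative with no filter on dim probes does. A difference in brightness between arrays was weighed in a test fixed before its result was seen. Outside the tested set 188 features were shown by OX.NAC61 replicate 3 and not control replicate 1, against 341 the other way. The test decides nothing. Control replicate 1 has more probes above background, which is nearly the quantity compared, while OX.NAC61 replicate 3 has the higher 75th percentile of signal (2186 against 1613), so the measures of brightness predict opposite directions. Brightness and an effect of NAC61 cannot be told apart for these features.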

How the results depend on the processing

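Every normexp setting here was chosen after seeing the data, since the planned one named a signal column not used here. The other alternatives were fixed before the data were examined.

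With the normexp background correction and 75th percentile scaling, limma called 0 features by each of 3 estimators (saddle, mle and rma75), with or without an offset of 50, against 3306, 3216 and 8581 at an unadjusted p under 0.05 with the offset and 2159, 2087 and 1832 without. In these 6 settings 0 key genes and 0 text-named targets were called. The NAC61 log2 fold change was 0.88, 0.89 and 0.46 with the offset and 1.002, 1.01 and 0.56 without, and the phenylalanine ammonia-lyase set reached an adjusted p of 0.0174, 0.0179, 0.0291, 0.028, 0.0292 and 0.0429. DHN1b changed sign with saddle (-0.0589) and mle (-0.0457) at offset 50. With rma75 at offset 50 and without, DHN1b was -0.94 and -0.71, WRKY43 -0.66 and -0.51, NAC33 -0.0682 and -0.0378, and EF1 0.63 and 0.61. With saddle the values show the cause: on control replicate 1 the 5th percentile of corrected log2 signal at offset 50 was 10.2, against 5.84 to 6.46 on the other arrays. That array holds 11 spots with a local background above 1000, up to 87152, where its median is 23, and all 11 are marked in the files. With only these 11 backgrounds replaced by the array median, control replicate 1 was at 5.88 and the other arrays stayed at 5.84 to 6.46. The count was then 5662 (4837 lower, 14.6% higher) at offset 50, with a phenylalanine ammonia-lyase adjusted p of 0.0295, and 1049 (437 higher, 612 lower) without the offset. With saddle and all marked backgrounds replaced, on every array, the count was 5310 (4479 lower, 15.6% higher) at offset 50, and the phenylalanine ammonia-lyase adjusted p was 0.0338. Without the offset it was 2027 (36.2% higher). The median log2 change of all features with saddle and all marked backgrounds replaced was -0.21 at offset 50 and -0.11 without the offset (-0.22 and -0.14 with only the 11 replaced), against -0.05 in the reported setting, so the offset and the scaling shift the balance of rises and falls. For mle and rma75 the cause was not tested, and with rma75 at offset 50 control replicate 2 (8.53) and OX.NAC61 replicate 2 (7.62) were displaced too. With quantile normalisation after normexp the counts ran from 1166 (570 lower, rma75, offset 50) to 1844.

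With scan day as a block limma called 13 features, 10 higher and 3 lower (2993 at an unadjusted p under 0.05), 0 key genes and 0 text-named targets. NAC61 was 1.23, NAC33 -0.50 and the phenylalanine ammonia-lyase adjusted p 0.0414. With the recorded slide as a block 589 were called, 439 higher and 150 lower, and NAC61 was 1.60. The cause was not tested, although both blocks leave fewer degrees of freedom.

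With the replicate block 1020 were called, 384 of them lower. Deviations of same-numbered arrays correlated at 0.20, -0.04 and 0.21 across features, so the numbers do not pair the arrays.

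The deposited processed values gave 1157 calls, 530 higher and 627 lower, of which 1009 were also called in the reported setting. In the reported setting with only the threshold changed, an adjusted p below 0.05 left 657, 382 higher and 275 lower, and a fold above 2 left 1063, 399 lower. Features on all 6 arrays gave 37.6% higher, against 45.4% in the reported setting. Camera with an estimated correlation gave adjusted p of 0.175 (stilbene synthases), 0.111 (laccases) and 0.103 (each co-expression list), and fry gave 0.0538 for stilbene synthases.

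Leaving out each array in turn, calls ran from 71 (without control replicate 2) to 3225 (without OX.NAC61 replicate 1), higher calls from 64 to 1056, lower calls from 7 to 2169, key genes from 0 to 10 and text-named targets from 2 to 25. NAC61 ran from 1.48 to 1.81. UBI1 ran from -0.0215 (without OX.NAC61 replicate 2) to 0.0882. The phenylalanine ammonia-lyase adjusted p ran from 0.0151 to 0.864, the latter with a change of direction. The other sets stayed past the threshold, with adjusted p from 1.99e-30 to 2.11e-11 for stilbene synthases and from 7.68e-19 to 6.86e-12 for laccases.

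Quantile normalisation (1685), the intensity trend (2274), robust variance (1724), no fold limit (1907) and no filter on dim probes (1339) kept the count within 1.5 times. The mean of several probes had nothing to average, so it was not run. Signal over background limits what dim features show, and 7316 features did not pass the filter.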

Other observations

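The tests on splits, scan day, the stilbene synthases of OX.NAC61 replicate 2, the shared slide position and the NAC61 probe were chosen after the result was seen. Those on detection, neighbouring loci and level-matched lists were fixed before.

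The number of called features here was 1843. That is higher than the value quoted from the study above. The number called higher was 836. That is higher than the value quoted from the study above. The number called lower was 1007. That is higher than the value quoted from the study above. With the deposited processed values and the same test, all of these counts equalled the values quoted above. In the phenylalanine ammonia-lyase interval 2 features were called. That is lower than the value quoted from the study above. In the stilbene synthase interval 10 features were called. That is lower than the value quoted from the study above. Both intervals can hold genes of other families and leave out members elsewhere, so their counts need not cover the genes the study counted. In the laccase intervals 19 features were called. That is lower than the value quoted from the study above, but the intervals leave out other laccase genes, LAC25 among them.

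Of the 10 splits of the 6 arrays into 3 and 3, 1 gave as many calls, the real one. Another split, control replicate 1 with OX.NAC61 replicates 1 and 2, gave 397, and the other 8 gave 0 by limma. With 10 splits chance cannot be excluded. Scan day may account for part of the calls. Genes picked without OX.NAC61 replicate 1 and control replicate 1 were read in those arrays, both scanned on day 1, and 83.3% of 2370 moved the same way (94.8% of rises, 77% of falls). The medians were smaller there, 0.99 against 1.82 for rises and -0.38 against -1.19 for falls. The larger medians come from the arrays used for picking, so some shrinkage arises in any case and is no sign of scan day. The test rests on 1 array per group, so scan day and NAC61 cannot be told apart for the calls as a whole.

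On all OX.NAC61 arrays and no control array 360 features were well above background, against 3 the other way. A further count took features on OX.NAC61 replicates 1 and 2 and off control replicates 2 and 3. Of these, 360 were shown by OX.NAC61 replicate 3 and not control replicate 1, and 338 the reverse. Those 360 are by definition the same features as the 360 above. Brightness and an effect of NAC61 cannot be told apart here, because brightness was judged by the number of detected probes, which is nearly the quantity compared.

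The stilbene synthase interval was low on OX.NAC61 replicate 2. A control plant under the wrong label is argued against by the laccase median, 2.11 above the control mean. Scan day is argued against by OX.NAC61 replicate 3, scanned on the same day, at 1.54. A wrong scale cannot be decided, because scaling each array by its own percentile holds the all-feature difference small in any case. The interval lay at -1.20 relative to OX.NAC61 replicates 1 and 3, where all features lay at -0.02. It was thus low relative to the array's other features. The laccase intervals lay at -0.81 in the same difference, so the lower values on this array were not limited to stilbene synthases. A lower NAC61 level stays open. The NAC61 probe there read 0.49 above the lower of the other OX.NAC61 arrays on the log2 scale, but whether it reads the introduced sequence is not known, so the level cannot be told apart from other differences. A difference between plants is also open and untested.

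Called genes lay next to each other. There were 225 pairs of neighbouring loci called the same way, against a median of 59 in 10000 random placements (permutation p 1e-04, the smallest they can give). Leaving out the 3 families' intervals left 211 pairs, against a median of 57. Signal shared between close copies elsewhere and joint regulation cannot be told apart, because probe sequences were not used.

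OX.NAC61 replicates 1 and 3 carry the same recorded slide and position. A repeated scan of 1 array is argued against by their correlation across features, 0.978, which is lower than that of OX.NAC61 replicates 1 and 2 (0.979) and of the control pairs (0.981 to 0.987).

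The genes co-expressed with NAC61 had a median log2 change of 0.30. None of 10000 random lists matched on level was as high, with a highest median of 0.01, so the level of the listed genes is argued against.

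NAC61 rose less than 429 of the 836 features called higher. Whether its probe reads the introduced sequence cannot be told apart from a moderate rise, because probe sequences were not used.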
